# *In vivo* dynamic analysis of BMP-2-induced ectopic bone formation

**DOI:** 10.1038/s41598-020-61825-2

**Published:** 2020-03-16

**Authors:** Kunihiko Hashimoto, Takashi Kaito, Masayuki Furuya, Shigeto Seno, Daisuke Okuzaki, Junichi Kikuta, Hiroyuki Tsukazaki, Hideo Matsuda, Hideki Yoshikawa, Masaru Ishii

**Keywords:** Biomaterials, Biomedical engineering, Imaging techniques, Bone

## Abstract

Bone morphogenetic protein (BMP)-2 plays a central role in bone-tissue engineering because of its potent bone-induction ability. However, the process of BMP-induced bone formation *in vivo* remains poorly elucidated. Here, we aimed to establish a method for intravital imaging of the entire process of BMP-2-induced ectopic bone formation. Using multicolor intravital imaging in transgenic mice, we visualized the spatiotemporal process of bone induction, including appearance and motility of osteoblasts and osteoclasts, angiogenesis, collagen-fiber formation, and bone-mineral deposition. Furthermore, we investigated how PTH1-34 affects BMP-2-induced bone formation, which revealed that PTH1-34 administration accelerated differentiation and increased the motility of osteoblasts, whereas it decreased morphological changes in osteoclasts. This is the first report on visualization of the entire process of BMP-2-induced bone formation using intravital imaging techniques, which, we believe, will contribute to our understanding of ectopic bone formation and provide new parameters for evaluating bone-forming activity.

## Introduction

Biological enhancement of bone formation is performed for repairing critical-sized bone defects caused by trauma or tumor resection, as well as for fusion surgery and correction of spinal disorders. Delay or failure in bone fusion may prolong the deterioration of quality of life and requirement for additional surgery, and might even adversely affect life expectancy^1,2^.

Bone morphogenetic proteins (BMPs), which are members of the transforming growth factor-β superfamily, play a central role in bone-tissue engineering, as BMPs can potently induce bone growth^3^; however, the dose-dependent side effects related to inflammatory response has prevented the widespread use of BMPs^4^. Although several treatment approaches have been attempted, including the use of sustained drug-delivery systems^5–7^ and combined use with other growth factors^8–10^, harnessing the bone-induction capacity of BMPs efficiently while concurrently minimizing the side effects remains challenging. One potential reason for the difficulty in optimizing BMP-induced bone formation is the poor understanding of the bone-induction process *in vivo*.

Over the past two decades, intravital two-photon microscopy, which can penetrate thick specimens, has launched a new era in the field of biological imaging^11^. Using this innovative technique, *in vivo* interactions between osteoblasts (OBs), osteoclasts (OCs), and immune cells have been demonstrated in the calvarial bone^12–14^.

The ectopic bone-induction process triggered by bone-tissue engineering follows a non-physiological pathway of bone formation and hence should be evaluated separately from normal skeletogenesis. Here, we aimed to develop a technique for intravital imaging of an entire process of BMP-2-induced ectopic bone formation. We established a method for intravital imaging of the BMP-2-induced ectopic bone formation process, in which OBs were visualized in transgenic mice expressing enhanced cyan fluorescent protein (ECFP) in OBs, and, concomitantly, collagen fibers (CFs), bone mineralization, and blood vessels were also visualized. This imaging method will provide novel insights, which will enhance our understanding regarding the *in vivo* dynamic mechanism of BMP-2-induced bone formation.

## Results

### Intravital imaging of ectopic bone formation

Subcutaneous implantation of a BMP-2-containing collagen sponge (CS)^15^, which is an established animal model for BMP-2-induced ectopic bone formation, was used (Fig. 1a, Supplementary Fig. S1a). Induction of ectopic bone formation in this model using 2.5 μg recombinant human (rh) BMP-2 was confirmed based on micro-computed tomography (micro-CT) and histology (Supplementary Fig. S1b,c). CS samples containing 2.5 μg BMP-2 were implanted between the skin and fascia of dorsal muscle in Col1a1*2.3-ECFP mice (*Col2.3*-ECFP mice), and at days 7, 10, 14, and 21 after surgery, micro-CT analysis and intravital imaging were performed (Supplementary Movie 1). Micro-CT results demonstrated that the volume of the induced bone increased with time until day 21 (Fig. 1b,c), and intravital imaging revealed OB recruitment (ECFP; cyan), CF formation (second harmonic generation, SHG; blue), angiogenesis (rhodamine; red) (Fig. 1d–f, Supplementary Movie 2), and CF mineralization (alizarin; red) (Fig. 1g) at each time point. On day 7, when the implanted CS was still detected, blood vessels were formed around the CS. On day 10, spindle-shaped OBs were recruited, and concomitant formation of CFs, which were oriented towards the central part of the CS, was observed (Fig. 1e). The CF orientation became obscure over time, and this could be clearly distinguished from the remnant of the implanted CS. From day 14 onwards, OB morphology also changed and became cuboid in shape (Fig. 1f), and positive alizarin staining—indicating mineral deposition on CFs—was confirmed, with the staining being more prominent on day 21. These results demonstrated that our imaging method can be successfully used to visualize the process of BMP-2-induced ectopic bone formation.

**Figure 1:**
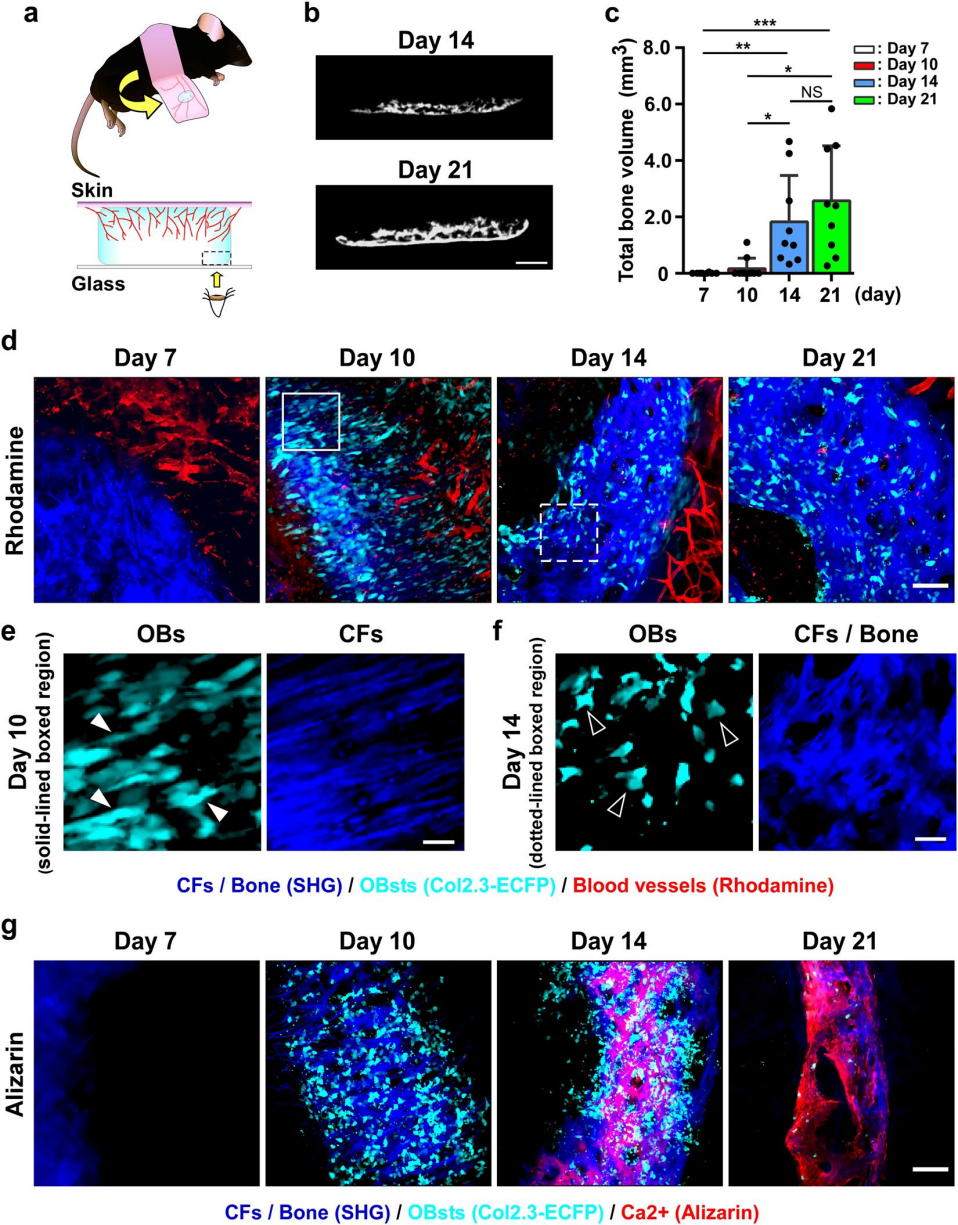
Establishment of intravital two-photon imaging for ectopic bone formation. (**a**) Schematic showing flipped skin with a U-shaped incision at the site of CS implantation (upper panels). Magnified schematic images of ectopic bone formation area (lower panels). Red lines: angiogenesis from surrounding tissue to CS; bone formation (in blue) starts from the CS rim. Area enclosed by dotted line: area examined using two-photon microscopy. The images were created Canvas software (version X 16, https://www.canvasgfx.com/). (**b**,**c**) Micro-CT analysis of ectopic bone 7, 10, 14, and 21 days after CS implantation. (**b**) Representative micro-CT images of ectopic bone on days 14 and 21. Scale bar, 1 mm. (**c**) Total bone volume. n = 8–10/group. (**d**) Representative intravital two-photon microscopy images of implanted CS in *Col2.3*-ECFP mice from day 7 to day 21. Cyan: OBs expressing Col2.3-ECFP; red: blood vessels stained with rhodamine; blue: CFs/bone (SHG). Scale bar, 100 μm. (**e**,**f**) Magnified images from (**d**) showing two types of OB morphology and CF orientation. Scale bar, 25 μm. (**e**) Representative images of spindle-shaped OBs (filled arrowheads) and anisotropic CF orientation [region outlined in (**d**)]. (**f**) Representative images of cuboidal OBs (open arrowheads) and isotropic CF orientation [region delineated by dotted lines in (**d**)]. (**g**) Representative intravital two-photon microscopy images of implanted CS in *Col2.3*-ECFP mice from day 7 to day 21. Cyan: OBs expressing Col2.3-ECFP; red: calcium stained with alizarin; blue: CFs/bone (SHG). Scale bar, 100 μm. Data are presented as means ± SD. *P < 0.05; **P < 0.01; ***P < 0.001; NS, not significant (Kruskal-Wallis test).

### Dynamic changes in induced OBs during ectopic bone formation

During the ectopic bone formation process, OB morphology exhibited dynamic changes (Fig. 1e,f). To quantify these changes (Fig. 2a), we calculated the eccentricity of OBs (range: 0–1) as a measure of cellular shape (Fig. 2b,c); here, a high eccentricity value (close to 1) indicates linear morphology of OBs, whereas a low value indicates circular morphology. OB eccentricity decreased over time until day 21 (Fig. 2d). Furthermore, the number and the motility of OBs in the visual field were measured at 10-min intervals for 3 h, with motility being measured as the mean velocity using a tracking system (Supplementary Fig. S2a). OBs appeared on day 10 and their number peaked on day 14, after which the number showed a decreasing trend until day 21 (Fig. 2e). Conversely, the mean velocity of OBs decreased over time; the velocity on day 10 was markedly higher than those on days 14 and 21 (Fig. 2f). Collectively, these results indicated that the OB shape became increasingly more cuboidal, although the number and motility of OBs decreased with increase in bone volume during BMP-2-induced ectopic bone formation.

**Figure 2:**
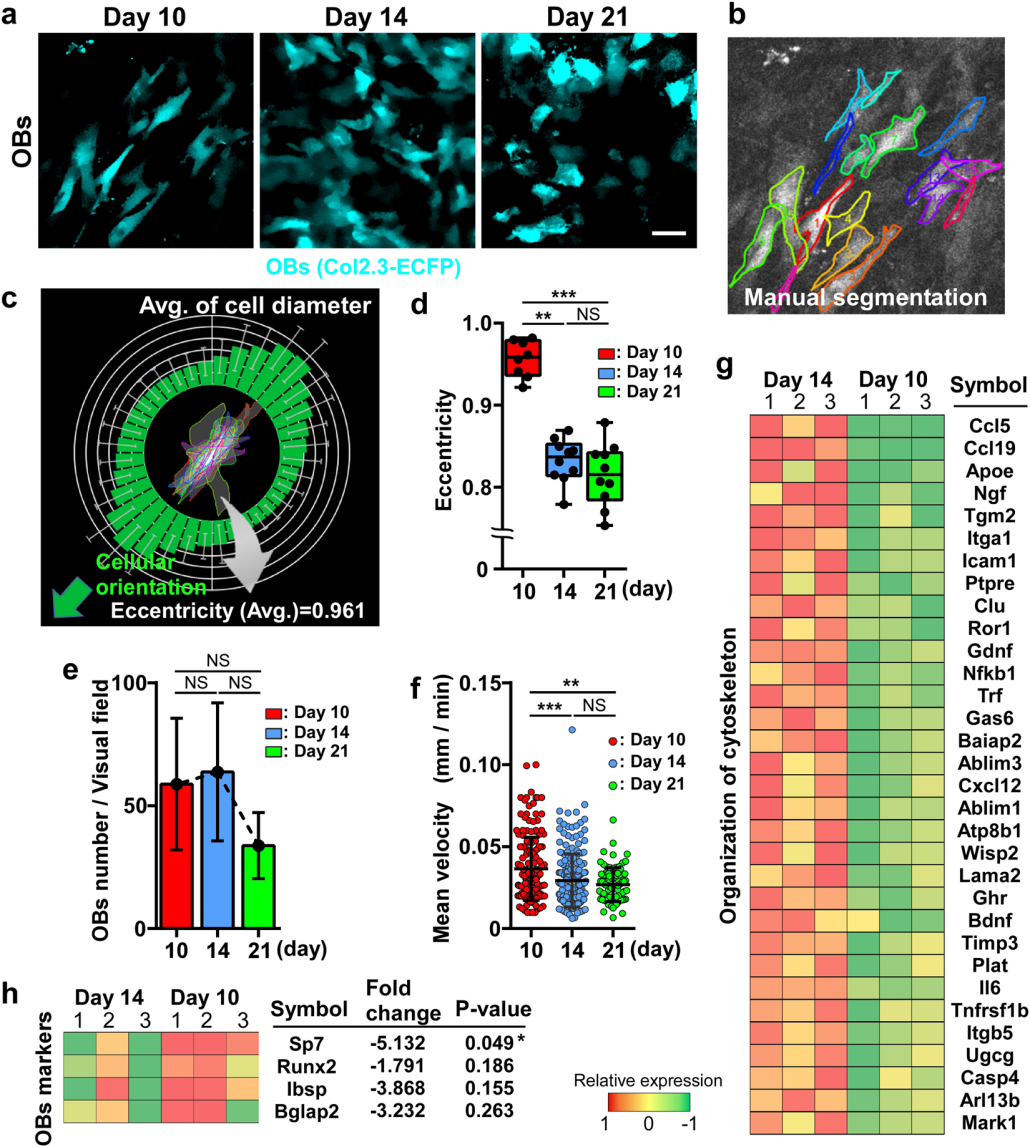
Changes in OB morphology and motility during ectopic bone formation. (**a**) Temporal change in OB morphology in *Col2.3*-ECFP mice from day 10 to day 21. Cyan: OBs expressing *Col2.3*-ECFP. Scale bar, 25 μm. (**b–d**) Image analysis method for quantifying changes in OB morphology based on eccentricity. (**b**) Manually detected OBs [image from day 10 in (**a**)]. (**c**) Example of the average value of eccentricity measured for each cell from day 10 in the image shown in (**a**). The eccentricity value of 0.961 indicated that cellular shape was close to a straight line. The image was created by R (version 3.5.0, https://www.r-project.org/). (**d**) Eccentricity measurement from day 10 to day 21 after CS implantation. n = 8–10, representative of images collected from 4–5 mice/group. (**e**) Changes in the number of OBs/visual field. n = 4/group. (**f**) Mean velocity of OBs/visual field. Data points (n = 168, 208, and 83 on days 10, 14, and 21, respectively) represent single cells collected from three mice/group. Data are presented as means ± SD. **P < 0.01; ***P < 0.001; NS, not significant (Kruskal-Wallis test). (**g**,**h**) Heat map showing expression levels for a subset of genes that were differentially expressed on days 10 and 14 in ectopic bone. The images were created by Canvas software (version X 16, https://www.canvasgfx.com/). (**g**) Genes associated with ‘organization of cytoskeleton’. (**h**) genes associated with ‘osteoblastic differentiation’. n = 3/group. Data are presented as means ± SD. *P < 0.05 (Mann-Whitney test).

### Gene expression associated with morphological changes in OBs

We examined the differences in gene expression in OBs between day 10 and day 14, a period during which active morphological change and mineralization were observed in the BMP-2 group. 

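ECFP+ OBs were obtained from BMP-2-induced ectopic bone of *Col2.3*-ECFP mice on day 10 (n = 3) and day 14 (n = 3) after implantation. In these mice the *Col2.3* promoter drives a cyan fluorescent protein in OBs. According to the methods, the mice were 12 to 16 weeks old and each implant carried 2.5 μg of BMP-2. The bone pieces were digested with 0.25% trypsin for 15 min and then with 0.2% collagenase II for 40 min, 1 time on day 10 and 2 times on day 14, so that the number of digestions and the day cannot be told apart. CD45+ cells and dead cells were gated out before the ECFP+ OBs were collected. The sample titles place all 3 samples of the later group on day 14, and this was used here. Their free-text descriptions instead give day 14, 15 and 16 for replicates 1, 2 and 3. The authors sequenced 75-base single-end reads, mapped them to mm10 and deposited 1 FPKM value per gene and sample for 23284 genes. The FPKM values of a sample summed to between 431898 and 486940, and between 16646 and 19698 genes were above 0. The number of mapped reads was estimated from the smallest steps between the FPKM values of low genes with 1 annotated transcript. The estimates ran from 4566480 to 7781385 reads per sample, with a median of 5498351 on day 10 and 5927370 on day 14. At this depth, 3 reads on 1000 usable bases correspond to between 0.386 and 0.657 FPKM, and these floors cover counting error only. Genes with a mean FPKM over the 6 samples above 0.1 were compared on the scale of log2(FPKM + 0.1) with limma, with Benjamini-Hochberg adjustment over the genes tested. Fold changes are therefore those of FPKM + 0.1. Gene positions were taken from the GENCODE vM21 annotation of mm10.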

Fluorescence-activated cell sorting (FACS) was used to isolate ECFP^+^ OBs in the lesions with ectopic bone formation (Supplementary Fig. S2b), and transcriptome profiling using RNA-sequencing (RNA-seq) was performed to identify changes in gene expression in OBs. Out of 23,284 genes, 182 genes showed an adjusted fold-change of > 2.0 and an FPKM (fragments per kilobase of exon per million reads mapped) of > 0.1 from day 10 to day 14 (data not shown). 

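The filter on the mean FPKM left 19526 genes. Of these, 2665 genes had a fold change over 2 between the day means, 1026 of them higher and 1639 lower on day 14. In 748 of the genes over 2-fold, limma's unadjusted p was also under 0.05, with 350 genes higher and 398 lower on day 14. Without the fold-change threshold, 1954 genes had such a p, where 976 would be expected by chance. After adjustment over all genes tested, 3 genes remained with an adjusted p under 0.05 from limma, and all 3 were higher on day 14. *Cxcl2*, a chemokine gene on chromosome 5 from 90903871 to 90905938, rose from 21.7 ± 2.85 FPKM (SD, n = 3) on day 10 to 71.7 ± 8.03 FPKM (SD, n = 3) on day 14. Its log2 fold change was 1.72 (standard error 0.16, adjusted p = 0.0225 from limma), larger than the spread between replicates. Every day 14 sample was above every day 10 sample (two-sided exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow). The other genes with such an adjusted p were *Mir1892* and *Snora70*, which were listed at 0 FPKM in all 3 day 10 samples. Their annotated transcripts of 80 and 137 bases are shorter than the fragment length used for the depth estimate, and FPKM on such short genes is uncertain. With both left out of the adjustment, the adjusted p of *Cxcl2* from limma was 0.0674. Under 21 other settings of processing or samples, *Cxcl2* lost an adjusted p under 0.05 in 12. For example, it was 0.187 from limma without the mean-variance trend. *Apod* rose by 1.73 on the log2 scale (adjusted p = 0.0766 from limma) and *Hsph1* by 1.55 (adjusted p = 0.100 from limma). Of the genes lower on day 14, *Gmppb* had the smallest adjusted p among those over 2-fold with a mean of at least 1 FPKM and fully separated days (log2 fold change −1.02, adjusted p = 0.272 from limma). The count over 2-fold depended most on the pseudocount, and with a pseudocount of 1 it was 514. Without replicate 2 of day 14, 76 genes had an adjusted p under 0.05 from limma. With the replicate number as a block, 2 genes had such an adjusted p, and 839 genes passed the fold change together with the unadjusted p. Deviations from the day means correlated across genes with a mean r of 0.047 in the 3 same-numbered pairs, and 1 of the 6 possible pairings of the samples, this pairing itself, gave a mean r as high. One further setting was chosen after seeing the data, namely FPKM above 0.1 in every sample, no pseudocount and an ordinary linear model. Under this setting 182 genes rose and 121 fell by more than 2-fold with an unadjusted p under 0.05, and no gene had an adjusted p under 0.05, among 1342 with an unadjusted p under 0.05.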

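The 32 genes listed in Fig. 2g include *Ccl5*, *Ccl19*, *Il6*, *Ablim3* and *Mark1*. All 32 had a higher mean on day 14, and in each of the 32 every day 14 sample was above every day 10 sample. The fold change ranged from 1.85 to 5.21 with a median of 2.43, and it was over 2 in 30 genes. *Ablim3* (log2 fold change 0.89) and *Mark1* (log2 fold change 0.98) stayed below 2-fold. The largest change was that of *Ccl5*, from 4.75 ± 1.06 FPKM (SD, n = 3) to 28.4 ± 17.2 FPKM (SD, n = 3), a log2 fold change of 2.38 (standard error 0.43, adjusted p = 0.268 from limma). The smallest adjusted p was that of *Il6*, which rose from 96.5 ± 8.77 FPKM (SD, n = 3) to 210 ± 9.81 FPKM (SD, n = 3), a log2 fold change of 1.13 (standard error 0.15, adjusted p = 0.116 from limma). *Ablim3* had the largest adjusted p (0.702 from limma). None of the 32 genes had an adjusted p under 0.05 over all genes tested, and 31 had an unadjusted p under 0.05 from limma. The mean FPKM over the 6 samples ranged from 0.241 to 321 with a median of 16.8. *Ccl5*, *Ccl19* and *Ablim3* rested on a mean of 9.1, 1.08 and 3.45 estimated reads on day 10, and the other genes on at least 10. Without replicate 1 of day 10, 22 of the 32 genes were over 2-fold. These genes were chosen by the authors from the same 6 samples, so no enrichment of them was tested.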

Among the 182 genes, 32 genes associated with ‘organization of cytoskeleton’ defined by the IPA software were upregulated on day 14 (Fig. 2g). These data support the results of intravital imaging, showing that active morphological changes occurred during this period, although cell motility was affected by several factors other than gene expression.

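When each of the 6 samples was left out in turn, 18 of the 32 genes of Fig. 2g stayed over 2-fold in every fit. A separate list of 40 actin, tubulin, myosin and intermediate filament genes, written without regard to the values, had a mean log2(FPKM + 0.1) of 4.87 ± 0.228 (SD, n = 3) on day 10 and 5.10 ± 0.444 (SD, n = 3) on day 14, after centring each sample on its mean over all tested genes. The difference of 0.23 was within the spread between replicates (two-sided exact permutation test, p = 0.4, adjusted p = 0.68 over 17 gene lists).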

Here, we also confirmed the expression of canonical OB-marker genes: distal-less homeobox 5 (*Dlx5*), runt-related transcription factor 2 (*Runx2*), Sp7 transcription factor (*Sp7*), alkaline phosphatase, liver/bone/kidney (*Alpl*), collagen, type I, alpha 1 (*Col1a1*), integrin-binding sialoprotein (*Ibsp*), and bone gamma-carboxyglutamate protein 2 (*Bglap2*). 

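In the mm10 annotation, *Dlx5* lies on chromosome 6 from 6877805 to 6882085, *Runx2* on chromosome 17 from 44495987 to 44814797 and *Sp7* on chromosome 15 from 102356606 to 102367182. *Alpl* lies on chromosome 4 from 137741733 to 137796384, *Col1a1* on chromosome 11 from 94936224 to 94953042, *Ibsp* on chromosome 5 from 104299171 to 104311469 and *Bglap2* on chromosome 3 from 88377736 to 88378699. All 7 are protein-coding and were above 0 FPKM in all 6 samples. When the 23284 genes were ordered by their mean FPKM on day 10, *Col1a1* ranked 2 and *Ibsp* ranked 3. *Alpl* ranked 33, *Bglap2* 108, *Sp7* 1026, *Runx2* 2549 and *Dlx5* 5000 on that day. On day 14, the ranks were 2 for *Col1a1*, 6 for *Ibsp*, 87 for *Alpl*, 530 for *Bglap2*, 3642 for *Sp7*, 3972 for *Runx2* and 7440 for *Dlx5*. The cells were sorted on a reporter under the type I collagen promoter, so the rank of *Col1a1* is not independent evidence of maturity. The value of *Bglap2* is uncertain, because it could share reads with its near-identical neighbour *Bglap*, which was listed separately with 110 to 2086 FPKM per sample.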

*Sp7* was downregulated on day 14; however, no change was detected in any other OB marker (Fig. 2h, Supplementary Fig. S2c).

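*Sp7* fell from 55.0 ± 17.1 FPKM (SD, n = 3) on day 10 to 13.9 ± 12.4 FPKM (SD, n = 3) on day 14. Its log2 fold change was −2.34 (standard error 0.59), with an adjusted p of 0.309 over all genes tested and 0.0265 over the 7 markers, both from limma. All 3 day 14 samples were below all 3 day 10 samples (two-sided exact permutation test, p = 0.1). With each sample left out in turn, the log2 fold change of *Sp7* stayed between −3.05 and −1.68, and its adjusted p over the markers from limma was under 0.05 in 3 of the 6 fits. That adjusted p was 0.129 without the mean-variance trend and 0.248 with an ordinary linear model. The other 6 markers also had lower means on day 14, with overlapping samples. *Dlx5* went from 8.54 ± 1.20 to 3.95 ± 5.11 FPKM (log2 fold change −1.91) and *Runx2* from 21.0 ± 6.99 to 12.3 ± 6.38 FPKM (log2 fold change −0.83). *Alpl* went from 998 ± 168 to 586 ± 620 FPKM (log2 fold change −1.29) and *Ibsp* from 17079 ± 7658 to 6795 ± 7729 FPKM (log2 fold change −1.95). *Col1a1* went from 26293 ± 8462 to 16989 ± 3636 FPKM (log2 fold change −0.60) and *Bglap2*, with its uncertain share of reads, from 422 ± 399 to 118 ± 84.0 FPKM (log2 fold change −1.69). These errors are SDs with n = 3. Over the 7 markers, the adjusted p from limma was 0.102 for *Dlx5*, *Runx2*, *Alpl* and *Ibsp*, 0.114 for *Bglap2* and 0.409 for *Col1a1*. The two-sided exact permutation tests gave p = 0.2 for *Runx2*, *Col1a1* and *Ibsp*, p = 0.3 for *Dlx5* and *Bglap2* and p = 0.4 for *Alpl*, and the adjusted exact p over the 7 tests was at least 0.35. For the 6 markers other than *Sp7*, the samples of the days overlapped and neither of the unpaired tests passed 0.05 after adjustment. Without replicate 2 of day 14, 5 of the 7 markers had an adjusted p under 0.05 over the markers from limma. With the replicate number as a block, 6 of the 7 had such an adjusted p. The correlations of deviations in the 3 same-numbered pairs ranged from −0.00584 to 0.0887.

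**Figure D1:**
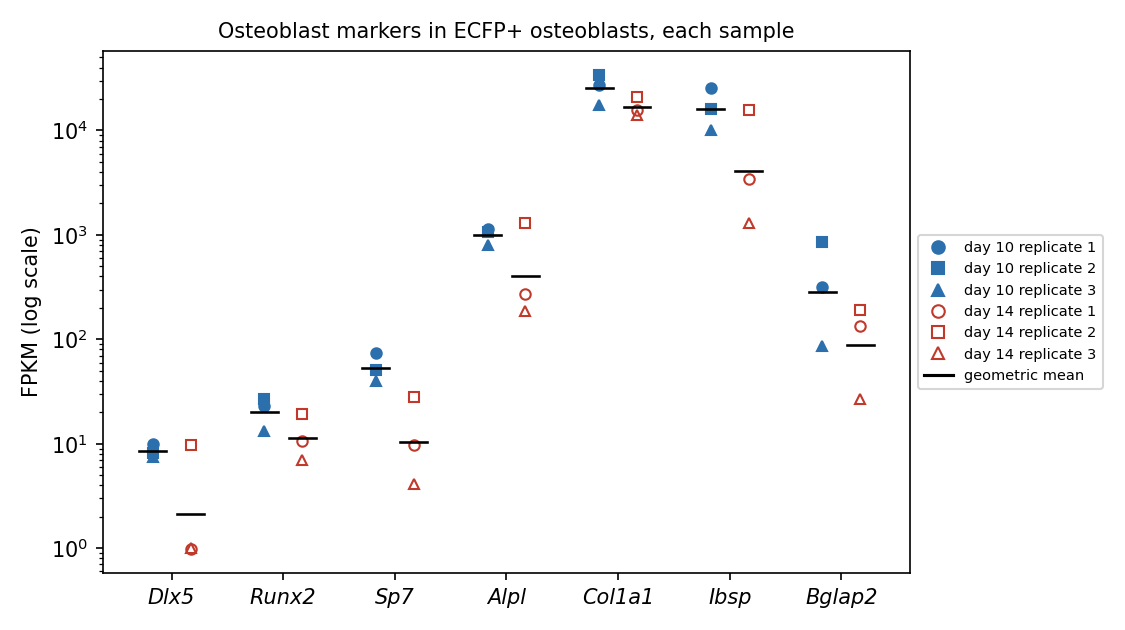
FPKM of the 7 OB markers in each sample (log axis), with day 10 in filled blue and day 14 in open red symbols. Horizontal lines mark the geometric mean of the 3 samples of a day. The days are fully separated for *Sp7* and overlap for the other 6 markers.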

These results suggested that OBs had already differentiated into mature OBs on day 10 and that this was preceded by their morphological change from spindle-shaped to cuboid shape.

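Other genes of the bone matrix were also among the highest on day 10. One of them, *Col1a2*, is a type I collagen gene, so its rank may also reflect the sort on the collagen reporter. *Col1a2* (16532 ± 5414 FPKM, SD, n = 3) ranked 4, *Sparc* (14050 ± 3347 FPKM, SD, n = 3) ranked 5 and *Spp1* (7163 ± 3180 FPKM, SD, n = 3) ranked 7 among all genes listed. The osteocyte gene *Dmp1* had 632 ± 411 FPKM (SD, n = 3) on day 10, while *Sost* had 0.772 ± 0.532 FPKM (SD, n = 3). A list of 15 bone matrix and mineralization genes outside the 7 markers had a mean log2(FPKM + 0.1) of 7.15 ± 0.535 (SD, n = 3) on day 10 and 5.80 ± 1.07 (SD, n = 3) on day 14, centred on each sample's mean over all tested genes. The sample values overlapped between the days, and the difference was −1.35 (two-sided exact permutation test, p = 0.2, adjusted p = 0.637 over the gene lists). A list of 8 osteocyte genes differed by −0.61 (two-sided exact permutation test, p = 0.3). Compared by replicate number instead, both lists were lower on day 14 in all 3 same-numbered pairs (two-sided exact test over the signs of the pair differences, p = 0.25 for each list, the smallest p that 3 pairs allow). With this pairing, 7 of 17 gene lists moved in a single direction in all pairs, where 4.25 would be expected by chance. Across the 6 possible pairings, the mean correlation of deviations ranged from −0.053 to that of the numbered pairing. From the OB markers, with *Sp7* lower and no change found in the others, the paper proposes that OBs were already mature on day 10. Its wording places the change from a spindle to a cuboid shape before this. In its imaging, however, OBs were spindle-shaped on day 10 and became cuboid from day 14 onwards. The RNA values hold no measure of cell shape, so they do not decide the order.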

### Orientations of CFs and OBs and their correlation

We next focused on the orientational correlation between OBs and the CFs that are produced by OBs (Fig. 1e,f). To quantify the changes in the orientation of newly formed CFs (Fig. 3a), we first calculated a collagen fiber orientation index (CFOI; range: 0–1) based on Fourier transformation (Fig. 3b,c)^16^. High CFOI value (close to 1) indicated that the CFs are randomly oriented (isotropic) in a field of view, whereas low CFOI value indicated that CFs are oriented in the same direction (anisotropic). The calculated CFOI increased over time until day 21, which suggested a time-dependent loss of CF orientation (Fig. 3d). Thus, both the CFOI and the eccentricity indicated marked changes between days 10 and 14.

**Figure 3:**
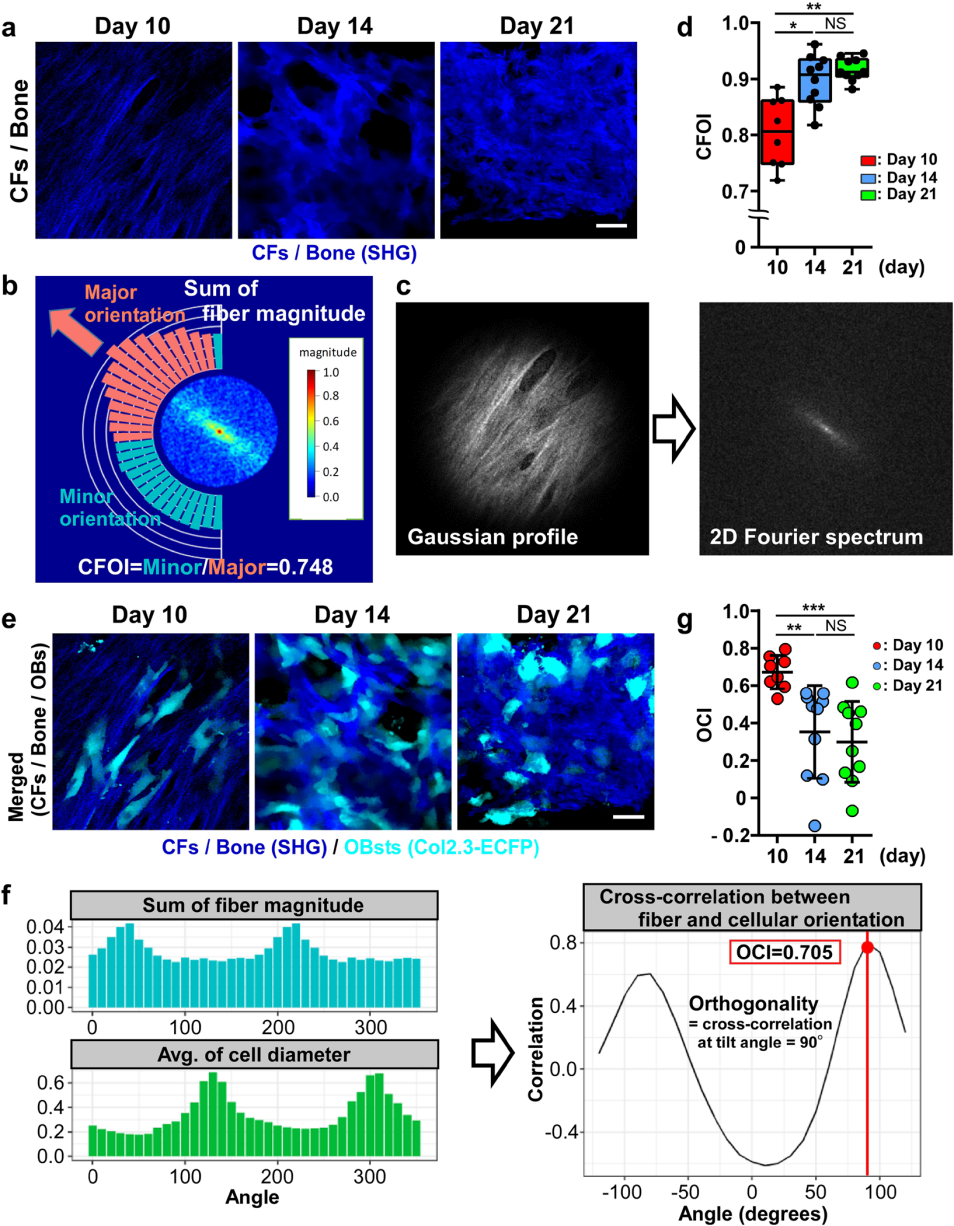
Changes in the orientation of CFs and OBs during ectopic bone formation. (**a**) Temporal change in CF formation in *Col2.3*-ECFP mice from day 10 to day 21. Blue: CFs/bone (SHG). Scale bar, 25 μm. (**b–d**) Image-analysis method for CFOI calculation based on Fourier transformation. (**b**) Example of CFOI calculation for the day 10 image shown with cylindrical Fourier spectrum. The normalized magnitude of the spectrum is shown in a color-coded form. Our method calculates the sum of the magnitude for each angle (shown by the bar plot) and searches the direction of the major orientation; once the major orientation is decided, the sums of the magnitude in the major orientation (red bars) and minor orientation (cyan bars) are obtained and their ratio is calculated. The CFOI value here of 0.748 indicates parallel orientation of the CFs. The image was created by R (version 3.5.0, https://www.r-project.org/). (**c**) Images of only SHG channels [day 10 image in (**a**)] were converted to grayscale (left panel). Power spectrum was obtained using 2D Fourier transformation (right panel). (**d**) CFOI from day 10 to day 21 after CS implantation. n = 8–10, representative of images collected from 4–5 mice/group. (**e**) Temporal change of CF and OB orientations in *Col2.3*-ECFP mice from day 10 to day 21. Blue: CFs/bone (SHG); cyan: OBs expressing *Col2.3*-ECFP. Scale bar, 25 μm. (**f**,**g**) Image analysis method for quantifying CF orientation against OB orientation based on cross-correlation. (**f**) OCI calculated for the image shown in (**b**) and the image shown in (**c**). The OCI value of 0.705 indicates that CF and OB orientations are both anisotropic. (**g**) OCI from day 10 to day 21 after CS implantation. n = 8–10, representative of images collected from 4–5 mice/group. Data are presented as means ± SD. *P < 0.05; **P < 0.01; ***P < 0.001; NS, not significant (Kruskal-Wallis test).

The orientational correlation between CFs and OBs (Fig. 3e), defined as an orientation correlated index (OCI, ranging from -1 to 1), was investigated using a cross-correlation method (Fig. 3f); high OCI value (close to 1) indicated strong correlation between the degrees of orientation of CFs and OBs. The OCI was found to decrease over time until day 21 (Fig. 3g).

These results indicated that the anisotropic orientation of CFs and the high eccentricity (spindle-shape) of OBs are coordinated during the early stage of ectopic bone formation.

### Effects of PTH administration on ectopic bone formation

PTH is the only anabolic agent that has been approved for the treatment of osteoporosis^17,18^. PTH administration accelerates osteoblastic differentiation and suppresses apoptosis of OBs, leading to an increase in bone mass^19,20^. Furthermore, PTH has been reported to exert synergistic effects on BMP-2-induced ectopic bone formation^10,21–23^. To further understand the synergistic action of PTH, we examined the dynamic effects of PTH treatment on BMP-2-induced bone formation. In this analysis, double-fluorescent-reporter bearing *Col2.3*-ECFP/TRAP-tdTomato mice (TRAP: tartrate-resistant acid phosphatase) received CS implantation and were then subjected to intravital imaging on days 7, 10, 14, and 21. PTH administration (40 μg/kg/day, 5 days/week)^13,24,25^ was initiated 1 week before CS implantation and continued until the end of observation. In untreated mice, OBs and the formation of centrally oriented CFs were initially observed on day 10, the same time point as in *Col2.3*-ECFP mice. OCs also appeared on day 10 in and around the induced bone, and the localization of OCs shifted to the outer edge of the induced bone over time. Notably, PTH administration accelerated both OB differentiation and CF formation, which were detected on Day 7; in contrast, PTH did not affect OC differentiation (on day 10) (Fig. 4a).

**Figure 4:**
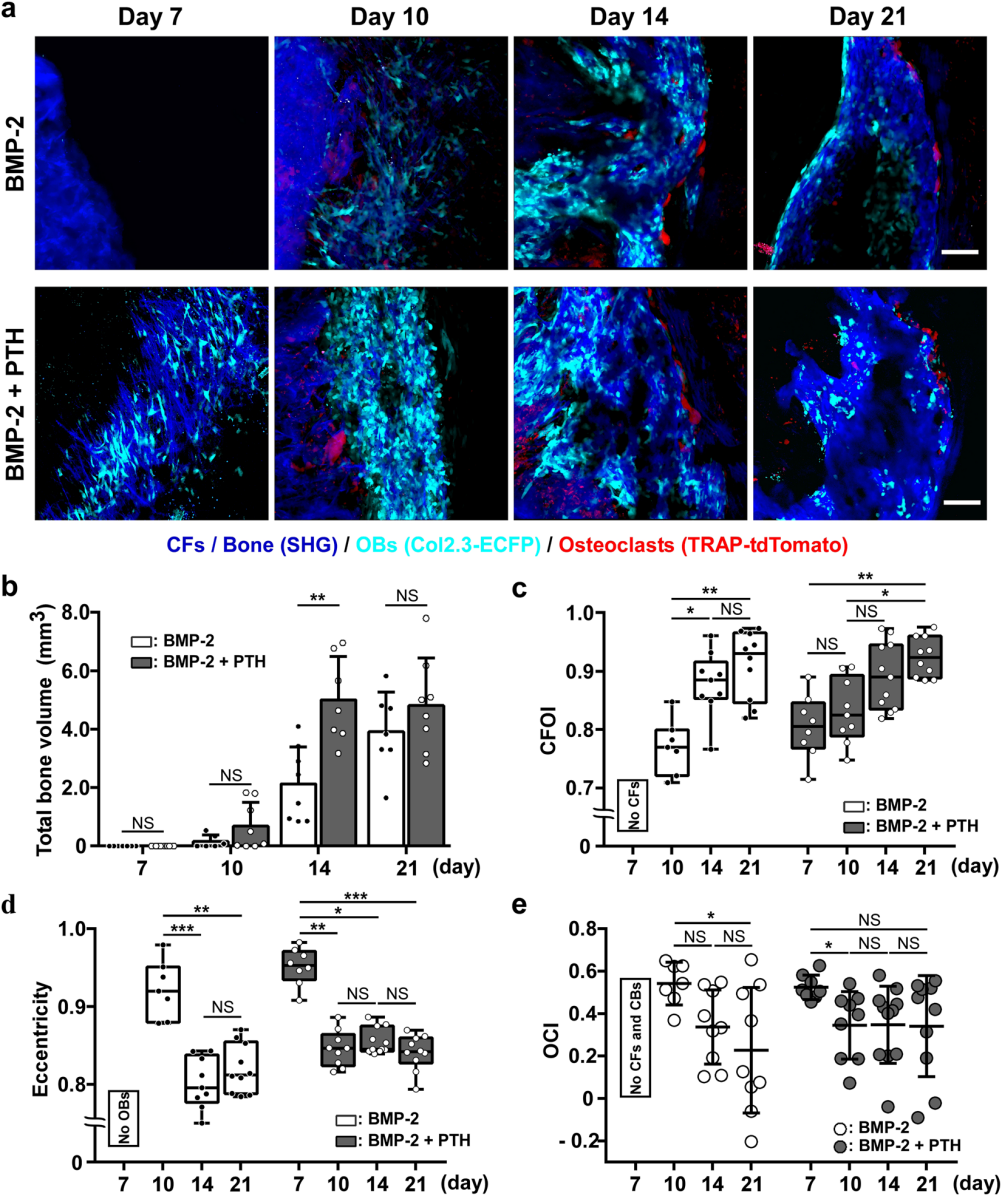
Accelerated ectopic bone formation induced by intermittent administration of PTH. (**a**) Representative intravital two-photon microscopy images of ectopic bone formation in untreated (upper panels) and PTH-treated (lower panels) *Col2.3*-ECFP/TRAP-tdTomato mice from day 7 to day 21 after CS implantation. Cyan: OBs expressing *Col2.3*-ECFP; red: OCs expressing TRAP-tdTomato; blue: CFs/bone (SHG). Scale bar, 100 μm. (**b**) Micro-CT analysis of ectopic-bone volume, with and without PTH treatment, at 7, 10, 14, and 21 days after CS implantation. n = 6–8/group. (**c**) Time-dependent changes in CFOI, with and without PTH administration. n = 7–11, representative of images collected from 4–5 mice/group. (**d**) Eccentricity from day 7 to day 21 after CS implantation. n = 7–11, representative of images collected from 4–5 mice/group. (**e**) OCI from day 7 to day 21 after CS implantation. n = 7–11, representative of images collected from 4–5 mice/group. Data are presented as means ± SD. *P < 0.05; **P < 0.01; ***P < 0.001; NS, not significant (Mann-Whitney test).

PTH-induced increase in bone volume was confirmed using micro-CT and histological analyses, which revealed markedly elevated bone volume in PTH-treated mice on day 14 (Fig. 4b, Supplementary Fig. S3a,b).

We also investigated how PTH treatment affected CF orientation and OB morphology (Supplementary Fig. S4). In accordance with the earlier formation of CFs and differentiation of OBs (observed on day 7), in response to PTH administration, the CFOI, eccentricity, and OCI values could be calculated in the PTH group but not in the control group on day 7 (Fig. 4c–e). Furthermore, the subsequent changes in the CFOI and eccentricity values were also accelerated by PTH administration. These results suggested that PTH administration enhanced BMP-2-induced bone formation by stimulating the differentiation of OBs.

### Effects of PTH on number and motility of OBs and OCs

Finally, we investigated how intermittent PTH administration affects the dynamics of OBs and OCs (Fig. 5a, Supplementary Movie 3). In *Col2.3*-ECFP/TRAP-tdTomato mice that were not treated with PTH, OBs appeared on day 10 and their number peaked on day 14, after which the number declined by day 21. In contrast, after PTH administration, the number of OBs peaked on day 10 and was significantly higher than the numbers measured on days 7 and 10 in the absence of PTH treatment. Furthermore, the OB number in PTH-treated mice did not decrease from day 14 to day 21, whereas the number showed a decreasing trend in untreated mice during the same period (Fig. 5b). Analysis of PTH-induced change in OB motility revealed that the mean velocity of OBs decreased over a period similar to that observed in the absence of PTH treatment, although the velocity at day 10 was significantly higher than that measured in the absence of PTH administration (Fig. 5c). These results showed that PTH administration led to differentiation, with increase in OB number and motility.

**Figure 5:**
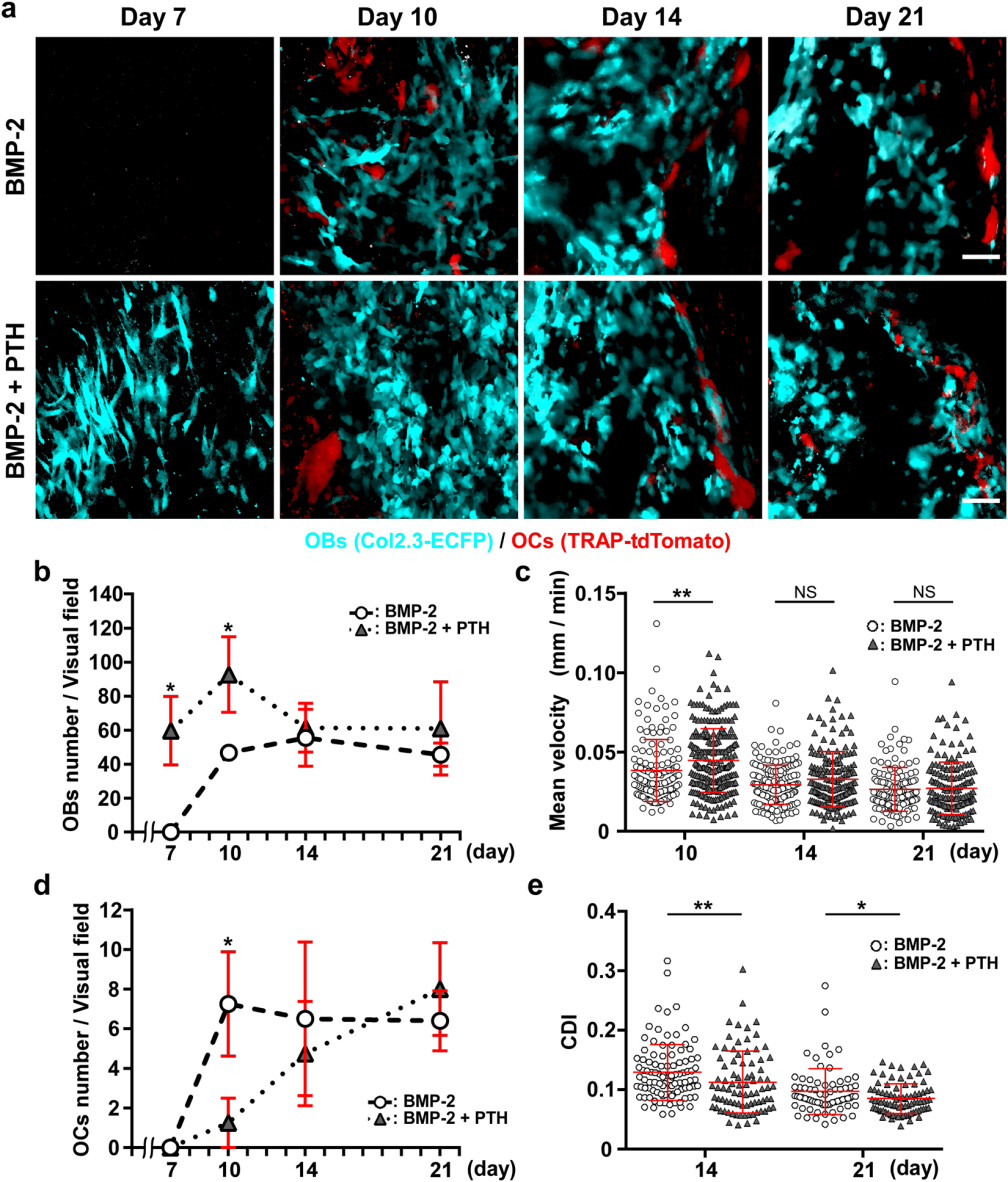
PTH-induced changes in the number and motility of OBs and OCs (**a**) Representative intravital two-photon microscopy images of ectopic bone formation in untreated (upper panels) and PTH-treated (lower panels) *Col2.3*-ECFP/TRAP-tdTomato mice from day 7 to day 21 after CS implantation. Cyan: OBs expressing *Col2.3*-ECFP; red: OCs expressing TRAP-tdTomato. Scale bar, 50 μm. (**b**) Changes in the number of OBs/visual field. n = 4–5/group. (**c**) Mean velocity of OBs/visual field. Data points (without/with PTH treatment, n = 141/253, 167/168, and 129/160 on days 10, 14, and 21, respectively) represent single cells collected from three mice/group. (**d**) Changes in the number of OCs/visual field. n = 4–5/group. (**e**) Changes in CDI of OCs/visual field, with and without PTH treatment. Data points (without/with PTH treatment, n = 100/84 and 72/84 on days 14 and 21, respectively) represent single cells collected from three mice/group. Data are presented as means ± SD. *P < 0.05; **P < 0.01; NS, not significant (Mann-Whitney test).

In the case of OCs, the cells were fewer in PTH-treated mice than in untreated mice, and the OC number increased gradually over time after PTH administration in contrast to the number measured in the absence of PTH, which remained constant after day 10 (Fig. 5d). Histological evaluation using TRAP staining supported the findings of *in vivo* imaging (Supplementary Fig. S3c). We evaluated the morphological change in OCs (amoeboid movement) using a cell deformation index (CDI) according to a previous report (Supplementary Fig. S5)^26^; low CDI value (static OCs) is reported to correlate with high bone-resorptive activity. Our analysis revealed that CDI values decreased over time both in the presence and absence of PTH administration, although the values were significantly lower in PTH-treated mice than in PTH-untreated mice on days 14 and 21 (Fig. 5e). These results suggested that PTH increases the bone-resorptive activity of OCs in BMP-2-induced ectopic bone.

## Discussion

Advances in imaging technology have enabled intravital two-photon imaging of normal bone as well as bones in several disease models^12–14,26,27^. However, a technique for intravital imaging of ectopic bone formation in soft tissue was not established because of the challenges associated with controlling body motion (breathing and heartbeat) and exposure-related bleeding. In this study, we developed a method for intravital imaging of BMP-2-induced ectopic bone formation, in which a flipped ossified lesion was examined using inverted two-photon microscopy. This technique allowed spatiotemporal visualization of the entire bone formation process, which is initiated by the formation of blood vessels^28^ and is followed by the induction of OBs and OCs, the formation of CFs, and mineral deposition. Similar results were obtained for histological evaluation. Furthermore, we were able to quantify dynamic changes in the motility of OBs and OCs in BMP-2-induced bone, which cannot be evaluated using conventional histomorphometric analyses. Finally, our study revealed that pharmacological intervention using PTH caused earlier differentiation and increased the motility of OBs, whereas it decreased the morphological changes in OCs *in vivo*. Here, we have also proposed three dynamic quantitative parameters for the optimization of ectopic bone formation.

First, we developed methods for quantifying CF orientation, OB morphology, and their correlation. In the early stage of ectopic bone formation, spindle-shaped OBs were recruited and unidirectional CFs were observed, and the OBs and CFs showed orientational correlation. This result agreed with a previous report showing that CF orientation is determined by OB orientation, which, in turn, is regulated by scaffold anisotropy^29^. Furthermore, our RNA-seq results showed that genes associated with ‘organization of the cytoskeleton’ were significantly upregulated between days 10 and 14, which also supported the report that cytoskeletal reorganization depends on the scaffold anisotropy^29^. As the blood vessels that were induced at the early stage were formed towards the center of the implanted CS, and as the endothelium serves as a template on which bone-forming cells build new bone tissue^30^, the blood vessels (endothelial cells) are expected to serve as a scaffold for OBs. The morphology of OBs changed from being spindle-shaped to cuboidal, and the orientation of CFs changed from anisotropic to isotropic over time in accordance with the maturity of the induced bone. These results suggested that the scaffold anisotropy changed to isotropic due to the increase in the volume of the induced bone, which acted as a scaffold for the OBs. Furthermore, at the early stage, PTH administration increased CFOI (isotropic change) and decreased OB eccentricity. These indices can be used as indicators of the maturity of BMP-2-induced bone.

Second, the motility of OBs is expected to reflect the increased recruitment of new OBs caused by the acceleration of the differentiation of mesenchymal stem cells or progenitor cells. Increased OB motility, which precedes the increase in bone volume (Figs. 1c, 2f), can act as an indicator of the subsequent active bone formation. The motility of OBs is expected to be a more sensitive indicator of bone formation than the number of OBs, as the OB number measured may potentially include OBs that are buried in the bone matrix and do not actively contribute to bone formation. The earlier than normal appearance of OBs induced by PTH might be supported by the effects of PTH on Wnt signaling, which accelerates osteogenic differentiation of mesenchymal progenitor cells instead of adipogenic differentiation^19,20,31^, reactivates lining cells^32,33^, and suppresses apoptosis in OBs^19,34^. These findings also suggest that the anabolic effect of PTH is markedly stronger in newly forming bone than the effect observed in bone undergoing normal remodeling.

Third, the dynamic change in OC morphology was quantified using the CDI value, which was found to decrease after PTH administration. Excessive BMP-2 signaling upregulates *DKK1* and *Sost*, which negatively regulates the Wnt pathway^35^. PTH suppresses the negative action of *DKK1* and *Sost* on Wnt receptor and activates Wnt signaling^36,37^. Therefore, the administration of PTH during BMP-2 induced bone formation can lead to synergistic bone formation by enhanced osteoblastic differentiation and suppression of osteoclastogenesis^21^. The PTH-induced decrease in OC number on day 10 can be explained by this mechanism. The increase in the number of OCs following PTH administration might be a secondary effect produced by the increased *RANKL* expression induced by the elevation in OB number^38^.

In this study, PTH treatment decreased CDI values on days 14 and 21. CDI decrease is reported to correlate with the increase in the number of static bone-resorptive OCs^26^. The measurement of CDI can be used as a dynamic indicator of bone remodeling by OCs in BMP-2-induced ectopic bone formation.

*In vivo* quantitative analysis of how and when pharmacological agents that affect ectopic bone formation can facilitate the optimization of this process is lacking. Studies are underway to elucidate the controversial origin of the OBs that contribute to ectopic bone formation using intravital imaging of ectopic bone formation^39^.

In this study, we established a novel method for intravital imaging of BMP-2-induced ectopic bone formation. However, early events of BMP-2-induced bone formation, such as emergence of skeletal stem cells in the capillary vessels or chondrogenesis, were not visualized. Therefore, our future goal of this intravital imaging system for bone formation is the simultaneous visualization of skeletal stem cells and chondrocytes during the early bone formation process. By establishing this model, we hope to elucidate the contribution of skeletal stem cells in the capillary vessels and chondrocytes during bone formation and the effects of pharmacological treatment on skeletal stem cells or chondrocytes during the bone formation^40–42^.

In conclusion, a novel method for intravital imaging of BMP-2-induced ectopic bone formation was established, and the effects of PTH administration on the formation of OBs, OCs, and CFs were quantified *in vivo*. We believe that this imaging method will provide novel insights, which will enhance our understanding regarding the *in vivo* dynamic mechanism of BMP-2-induced bone formation and the methods required to optimize this induction process.

## Materials and Methods

### Mice

Male C57BL/6 J mice were purchased from Clea Japan (Tokyo, Japan). The generation of *Col2.3-*ECFP mice and *Col2.3*-ECFP/TRAP-tdTomato mice (double-fluorescent-reporter mice) has been described previously^13,26^. In *Col2.3*-ECFP mice, ECFP expression is driven by the type I collagen promoter in OBs; in TRAP-tdTomato mice, the expression of the red fluorescent protein tdTomato is driven by the TRAP promoter in OCs. All mice were maintained under specific-pathogen-free conditions and used in accordance with the guidelines of the Institutional Animal Care and Use Committee of Osaka University. All our experimental protocols were approved by the Animal Experimental Committee of Osaka University.

### Surgery for subcutaneous ectopic bone formation

Male *Col2.3*-ECFP and *Col2.3*-ECFP/TRAP-tdTomato mice (12–16 weeks old) were used for the experiments described herein. A degradable CS (Colla Tape Absorbable Collagen; Zimmer Biomet Holdings Inc.) was cut into 4 × 6 mm fragments, and 2.5 μg rhBMP-2 (Osteopharma Inc.) dissolved in phosphate-buffered saline (PBS) was applied into the CS fragments immediately before implantation. The rhBMP-2 dose was determined based on the results of a preliminary study (data not shown). Mice were anaesthetized with isoflurane (Escain; 2.0% vaporized in 100% oxygen), and before surgery, their skin was shaved and disinfected using 70% ethanol. Next, a 10-mm paramedian longitudinal incision was created on the back and subcutaneous tissue and bluntly separated laterally; a silicone sheet (Koken CO., LTD.) was inserted between the fascia and the skin to prevent CS adhesion to surrounding tissue. Finally, the CS was implanted between the silicone sheet and the subcutaneous tissue; the silicone sheet was sutured to the skin, and the wound was closed using stitches (Fig. 1a).

### Intravital two-photon imaging of ectopic bone formation

On days 7, 10, 14, and 21 after CS implantation, mice were anaesthetized as described above, and the skin of the back, including the CS implantation site, was inverted after a U-shaped incision. The implantation sites were exposed by removing the silicon sheet. The inverted skin was fixed on the microscope stage with tape and covered with glass to maintain a wet environment (Supplementary Fig. S1a). An inverted two-photon microscope was used for the following examination. Imaging was conducted at the outer part of the CS where bone formation starts (Fig. 1a). The observed area for the newly formed CFs was the outside of the implanted CS, which was easily distinguishable from the newly formed CFs. During the intravital imaging experiments, the imaging box and the anaesthetized mouse were maintained at a constant warm temperature using heated air. Heart rate was monitored using an electrocardiogram monitor device (Nihon Kohden), and the anesthetic gas concentration was adjusted by using the heart rate as a guide.

### Conditions for two-photon microscopy

The imaging system comprised a Nikon inverted two-photon microscope (A1-MP; Nikon) equipped with a 20× water-immersion objective lens (CFI APO LWD Lambda S 20× WI/0.95; Nikon), and was driven by a laser (Chameleon Vision II Ti:Sapphire; Coherent, Inc.). Multi-fluorescent images were acquired via direct detection of fluorescence using four external non-descanned detectors equipped with dichroics and emission filters: an infrared-cut filter (DM685), three dichroic mirrors (DM458, DM506, and DM561), and four emission filters (417/60 for the SHG image, 480/40 for ECFP, 534/30 for autofluorescence, and 612/69 for tdTomato/rhodamine/alizarin)^13^. The excitation wavelengths were 820 nm for ECFP, rhodamine (for visualization of blood vessels), alizarin (for calcium staining), and SHG in *Col2.3*-ECFP mice; 900 nm for ECFP, tdTomato, and SHG in *Col2.3*-ECFP/TRAP-tdTomato mice. The acquired images were subjected to channel unmixing using NIS Elements integrated software (Nikon) for autofluorescence and crosstalk reduction. Tetramethyl rhodamine (2000 kDa; Invitrogen Co., Ltd.) was intravenously administered before imaging, and alizarin (40 mg/kg; Muto Pure Chemicals CO., LTD.) was intraperitoneally administered the day before imaging.

For intravital time-lapse imaging of the implantation site, image stacks were collected at 3-μm vertical steps at a depth of 50–150 μm, and X–Y resolution of 512 × 512 or 1,024 × 1,024. For imaging CF and OB morphology, the image stacks were collected at 3-μm vertical steps at 50–200-μm depth and 2,048 × 2,048 ×–Y resolution.

Raw imaging data were subjected to channel unmixing for autofluorescence and crosstalk reduction and advanced denoising for noise reduction, and the maximum intensity projection images were corrected for XY drift using the NIS Elements integrated software according to the manufacturer’s standard protocol.

### Intermittent administration of PTH

The murine model of intermittent PTH treatment has been described previously^13,24,25^. Male *Col2.3*-ECFP/TRAP-tdTomato mice (12–16 weeks old) were treated with PTH1-34 (teriparatide; Eli Lilly and Company, 40 μg/kg/day, 5 days/week), which was delivered via subcutaneous injections according to the previous reports^13,24,25^. Injections were initiated 1 week before implantation surgery and were continued until intravital imaging was performed at 7, 10, 14, and 21 days after the surgery.

### Fluorescence activated cell sorting (FACS) analysis

For the analysis and sorting of ECFP^+^ OBs, BMP-2-induced ectopic bone from *Col2.3*-ECFP mice was extracted and minced into 1–2-mm^2^ pieces using scissors. The bone pieces were digested once with 0.25% trypsin for 15 min at 37 °C and then once (day 10) or twice (day 14) with 0.2% collagenase II (Worthington) for 40 min at 37 °C. The cells were collected and resuspended in PBS containing 2% fetal bovine serum and then stained with allophycocyanin-conjugated anti-mouse CD45 antibody (BioLegend), phycoerythrin-conjugated anti-mouse CD45 antibody (eBioscience), and 7-aminoactinomycin D (7AAD) (eBioscience). Hematopoietic cells and dead cells were gated out based on anti-CD45 and 7AAD staining. The stained cells were sorted using a FACSAria II system (BD Biosciences).

### RNA-seq analysis

ECFP^+^ OBs were isolated from ectopic bone using a FACSAria II system, and total RNA was extracted from the collected cells using a miRNeasy kit (Qiagen) according to manufacturer’s instructions. For RNA library preparation, cDNA was generated using the Clontech SMART-Seq v4 Ultra Low Input RNA kit (Takara Clontech, Mountain View, CA, USA). Each cDNA sample was sheared (200–500 bp) on a Covaris S220 (Covaris, Woburn, MA, USA) and prepared using KAPA library preparation kits (Kapa Biosystems, Wilmington, MA, USA). Sequencing was performed on an Illumina HiSeq 2500 platform in the 75-base single-end mode. The Illumina Casava 1.8.2 software was used for base-calling. The raw reads were mapped to the mouse reference genome sequences (mm10) using TopHat ver. 2.0.13 in combination with Bowtie2 ver. 2.2.3 and SAMtools ver. 0.1.19. The number of fragments per kilobase of exon per million mapped fragments (FPKMs) was calculated using Cufflinks ver. 2.2.1^43,44^. Bioinformatics analyses were conducted using Ingenuity Pathway Analysis software (Ingenuity Systems; Qiagen). Raw data obtained in this study have been submitted to the Gene Expression Omnibus (GEO) (accession number: GSE123985).

### OB morphological analysis based on eccentricity

To quantify the changes in OB morphology, we used eccentricity as a measure of cellular shape. Eccentricity is defined by $$\sqrt{1-{L}_{minor}^{2}/{L}_{major}^{2}}$$, where $${L}_{minor}$$ and $${L}_{major}$$ are the lengths of the minor and major axes of the cell. The eccentricity of a circle is 0 and that of a straight line is 1. Here, the contours of OBs were manually detected from cropped images using the NIS Elements software, and the eccentricity of each cell was calculated using the computeFeatures function in EBImage (ver. 4.22.1) package.

### CFOI analysis

To quantify changes in CF orientation, we developed a method of image analysis for obtaining the CFOI based on Fourier transformation; 2D Fourier transformation analysis has been widely used to measure CF orientations^45^. We applied the technique to two-photon microscopy images of the SHG channel, and implemented the CFOI method in R (ver. 3.5.1) with the image-processing aspect using the EBImage (ver. 4.22.1) package.

Pre-processing for image analysis was performed as follows. First, small collagen-texture-rich areas (512 × 512 pixels) were cropped from original images (2,048 × 2,048 pixels), and the SHG channels were extracted and converted to grayscale. Next, the images were windowed using a Gaussian profile^46^ to avoid ‘edge effects’ in subsequent Fourier analysis, and the power spectrum was obtained using 2D Fourier transformation and converted to cylindrical coordinates.

CFOI, which indicates the degree of CF orientation, was calculated from low-pass-filtered cylindrical Fourier spectra. Before calculating the CFOI, a low-pass filter was used to remove high-frequency components, such as undulation on the CFs or noise. In this case, the high cut-off frequency was set at 10 pixels (~3.2 μm). CFOI is the ratio of the sum of magnitude for the major orientation to that for the minor orientation. Here, we defined major orientation as the direction that maximized the sum of spectral magnitude, including plus and minus 45°; minor orientation was defined as the diagonal direction of the major orientation. CFOI ranged from 0 to 1; values close to 1 indicated random distribution of CFs in the field of view, whereas low values indicated an increased population of parallel-oriented CFs.

### Orientational correlation between CFs and OBs

CF orientation relative to OB orientation was quantified using a cross-correlation method. CF orientation was characterized as the sum of the magnitude for each angle (as described above). This sequence of the sums of magnitude is represented as $$f(\theta )$$, $$0\le {\rm{\theta }} < 360$$. Conversely, the characteristics of OB orientation were determined by calculating the average of the cell radius for each angle, $$g(\theta )$$, $$0\le {\rm{\theta }} < 360$$. Cross-correlation analysis between $$f(\theta )$$ (sum of fiber magnitude for each angle) and $$g(\theta )$$ (average of cell radius for each angle) revealed directional relationships, and we defined OCI as the correlation value at 90° rotation, $${\int }^{}f(\theta )g(\theta +\tau )d\theta $$, where $$\tau =90$$. High OCI indicates that CF and OB orientations are both anisotropic and that they are orthogonal.

### Analysis of OB motility

OB motility was analyzed using the Imaris software (Bitplane). In the intravital time-lapse imaging of ectopic bone formation in *Col2.3*-ECFP and *Col2.3*-ECFP/TRAP-tdTomato mice, the OBs were tracked semi-automatically at 10-min intervals for 3 h. A dynamic parameter (mean velocity) was directly obtained from the software.

### CDI analysis for quantifying osteoclastic activity

OC morphological changes were quantified based on the CDI using the image analysis software CL-Quant 2.30 (Nikon) to track the changes in OC morphology^26^. Cell shapes were semi-automatically recognized by the software, and the CDI was calculated as the ratio of the cell areas changed over 10 min. CDI decrease is reported to correlate with the high bone-resorptive activity of OCs.

### Tissue preparation and staining

The tissue samples of ectopic bone were fixed in neutral buffered formalin, decalcified, infiltrated, embedded in paraffin wax, and sectioned at a thickness of 5 μm^21,47^. The sectioned samples were deparaffinized, and then stained with hematoxylin and eosin (H & E) using standard procedures. TRAP staining was performed using a TRAP staining kit (Cosmo Bio), according to the manufacturer’s protocol^48^.

### Micro-CT

Micro-CT was used to quantify the volume of induced bone at 7, 10, 14, and 21 days after surgery. Samples were scanned with R_mCT (Rigaku Mechatronics); scanning was performed using a source voltage of 90 kV and a source current of 200 μA. Visualization and data reconstruction were performed using the TRI/3D-BON software (RATOC System Engineering).

### Statistical analysis

Statistical analysis, unless otherwise indicated, was performed using GraphPad Prism (GraphPad Software, Inc.). All results are presented as means ± standard deviation (SD) and were analyzed using Mann–Whitney test for between-group comparisons; the Kruskal-Wallis test with Dunnett’s multiple-comparisons *post hoc* test was used for comparisons among ≥ 3 groups. All data shown are representative of those from at least three independent experiments. P < 0.05 was considered significant.

## Supplementary information

Supplementary Information.

Supplementary Information2.

Supplementary Information3.

Supplementary Information4.

## Data Availability

Data supporting the findings of this study are available within the paper and its Supplementary Information. RNA-seq data generated in this study are available through the GEO (accession number: GSE123985).

How the deposited data were processed for this re-analysis (not part of the article)

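RNA-seq values of ECFP+ OBs sorted from BMP-2-induced ectopic bone of *Col2.3*-ECFP mice were analysed for 3 samples of day 10 and 3 samples of day 14. The authors called bases with Casava 1.8.2 and mapped 75-base single-end reads to mm10 with TopHat 2.0.13, Bowtie2 2.2.3 and SAMtools 0.1.19. The authors then computed and deposited FPKM per gene with Cufflinks 2.2.1, with 1 file per sample and no further scaling between samples stated in the paper's text. The text gives neither the gene annotation nor the handling of reads that map to several genes. The paper applied a fold change over 2 and an FPKM over 0.1 in its genome-wide comparison, but its text does not name how the fold change was adjusted or a test for selecting genes among all those listed. Its statistics section names the Mann-Whitney test for comparisons between groups and 0.05 as the threshold for the whole paper, and the legend of Fig. 2 names the Mann-Whitney test after describing Fig. 2g and Fig. 2h. The Ingenuity gene sets were not used here. Single values are given for some of the genes of Fig. 2g only.

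The 6 files list the same 23284 genes in the same order, and no symbol is listed more than 1 time within a file. In the file of day 14 replicate 2, 25 gene symbols had been turned into dates, and they were restored by their position in the list. Of the genes listed, 22885 (98.3%) were matched to the GENCODE vM21 annotation of mm10, older symbols through their synonyms. Coordinates were taken from that annotation and count from 1.

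The number of mapped reads was estimated from the FPKM values, since the value of 1 read on a gene depends on its length and on the depth. The estimate used 2193 genes with a single annotated transcript of 1500 to 8000 bases, at values up to 0.3 FPKM, with a fragment length of 205 bases chosen by a scan. Under these settings, between 69.1% and 73.5% of the low values came out within 0.1 of a whole number of reads. The estimates were 4893990, 5498351 and 7781385 reads for day 10 replicates 1, 2 and 3, and 4566480, 5927370 and 7059854 reads for day 14 replicates 1, 2 and 3. Estimated reads per gene are approximate where a gene has several transcripts. They were used to judge depth and genes with few reads, and for the added filter of at least 10 estimated reads per sample.

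The main comparison used limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with a mean-variance trend) on log2(FPKM + 0.1), over the 19526 genes with a mean FPKM over the 6 samples above 0.1 and with the day as the only factor. Adjusted p-values are Benjamini-Hochberg values over these genes, and for the 7 OB markers also over the markers. Fold changes are those of FPKM + 0.1, and a fold change over 2 was counted in either direction. OB markers and gene lists were also compared with two-sided exact permutation tests, whose smallest p is 0.1 for 3 samples against 3. For 17 lists of cell-type and response genes, the mean log2(FPKM + 0.1) over the list was centred on each sample's mean over all tested genes. The tests, gene lists and alternatives were fixed before the data were examined, apart from the 2 added settings and the tests named in the closing parts.

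The genes named in the text are those the paper names for this experiment, the genes with an adjusted p under 0.05, members of the gene lists, near-identical copies of *Bglap2*, and up to 5 genes in each direction with the smallest p. The last group had to have a mean of at least 1 FPKM, a fold change over 2 and fully separated days. *Mir682* was named in addition because it took the largest share of the FPKM in each sample.

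The labels number the replicates 1, 2 and 3 on both days, and a fit with the replicate number as a block was run beside the main comparison. The deviations of same-numbered samples from their day means had a mean r of 0.047 across genes. The mean r over all 6 possible pairings is close to 0 by centring, so this value was set against the other pairings, whose lowest mean r was −0.053, and the numbered pairing was the highest. In the block fit, 2 genes had an adjusted p under 0.05 from limma. Other alternatives were another pseudocount, another filter on low values, another scaling of the FPKM, another variance model, the ratio of arithmetic means, and leaving out each of the 6 samples in turn.

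The comparison was tested on simulated data with 200 changed genes. The changed genes were drawn from those with a mean FPKM above 1, and the noise was normal and independent between genes. Changes as small as the median of 2.43-fold for the genes of Fig. 2g were not simulated, so the recovery at that size is unknown. At a log2 change of 2, 69% of the 200 genes were recovered at an adjusted p under 0.05, with 2 false calls among 18796 genes. At a log2 change of 3, 84% were recovered with 14 false calls among 18799 genes, and at a log2 change of 4, 86.5% with 8 false calls among 18784 genes.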

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

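The tests of a mislabelled sample, of the share of *Mir682*, of the day in the descriptions, of the order of the myeloid genes and of the depth were chosen only after the result was seen.

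The paper discusses genes that rose by day 14, while 398 genes fell by more than 2-fold with an unadjusted p under 0.05, against 350 that rose. They include *Sp7* and *Dlx5*, which the paper names, while most of them are genes that the paper does not discuss. The balance of risen and fallen genes varied with the setting. With a pseudocount of 1, 202 of 363 such genes rose, and without replicate 1 of day 14, 320 of 1594 rose. Among genes with FPKM above 0.1 in every sample, 307 of 571 rose. With a mean FPKM above 1, 269 of 476 rose, so the excess of fallen genes was absent under both filters on low genes. Of the 4 splits of the 6 samples that part all 3 same-numbered pairs, 1 gave as many genes in either direction as the split by day (748), namely that split itself, and the next gave 714. Of all 10 splits, 4 gave as many and 1 gave 1203, and the 6 others keep at least 1 same-numbered pair in a group. With 10 splits no share can be below 0.1, so the count cannot be told apart from an arbitrary split. The mean estimated depth on day 14 was 0.966 of that on day 10, and the ranges overlapped. The median log2 fold change of the shortest 25% of genes minus that of the longest 25% was −0.112, and 3 of the 10 splits gave a difference of at least this size. Between the 25% of genes with the lowest and the 25% with the highest GC content the difference was 0.0523, and 7 of the 10 splits gave one of at least this size. These tests gave no sign of an effect of mean depth, length or GC content on the count, but with 10 splits and 6 samples of unequal depth they do not exclude one. The number of genes above 0 was 19698, 16646 and 17630 in replicates 1, 2 and 3 of day 14. On day 10 it was between 18739 and 19208. An effect of this difference in detection on the fallen genes was not tested. The days also differ in the number of collagenase digestions, which the design does not separate from the time point.

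*Col2a1*, a cartilage gene that the paper does not discuss for these samples, reached 688 FPKM in replicate 2 of day 14. The day 10 samples had 373, 321 and 189 FPKM, and replicates 1 and 3 of day 14 had 12.1 and 8.75 FPKM. A list of 10 chondrocyte genes had a mean log2(FPKM + 0.1) of 4.87 in replicate 2 of day 14, against 0.42 and 0.47 in replicates 1 and 3 of that day and between 2.96 and 3.75 on day 10. The mean of the 7 OB markers was also nearer to day 10, at 8.38 in replicate 2 against 6.81 and 5.92 in replicates 1 and 3, with day 10 between 7.93 and 8.90. Over 867 genes outside the lists that part the other samples by day, replicate 2 lay at 21.98% of the way from the day 10 mean to the mean of the other day 14 samples. Placed in the same way on the way from the other day to their own day, day 10 replicates 1, 2 and 3 lay at 94.9%, 51.7% and 49.6%, and day 14 replicates 1 and 3 at 61.6% and 72.1%. A mislabelled sample can therefore not be excluded. Leaving *Mir682* out of the FPKM sum moved the scaling of this sample by 0.00949 on the log2 scale, so its share does not explain the pattern. The marker mean rose by 1.56 from the sample described as day 14 to the one described as day 15, and fell by 2.45 to the one described as day 16, which follows no single direction. With 1 sample per described day, this cannot be told apart from variation between mice or a difference in how much cartilage an implant held.

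*Lyz2*, a myeloid gene outside those the paper discusses, reached 454 FPKM in replicate 3 of day 14. It was at 18.5, 71.9 and 83.3 FPKM on day 10 and at 160 and 6.35 FPKM in replicates 1 and 2 of day 14. Of 7 myeloid genes not used to find the order of the samples, 5 had both their highest value in replicate 3 and their lowest value in replicate 2 of day 14. A candidate explanation is RNA from myeloid cells left after the CD45 gate, and the test does not set this apart from expression in the OBs themselves. The myeloid list did not separate the days (difference 0.63, two-sided exact permutation test, p = 0.7).

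*Mir682* took between 7.88% and 10.96% of the FPKM sum of each sample, the largest share of any gene, and the paper does not report it. Its annotated length is 96 bases, shorter than the sequenced fragments. Among the genes listed above 0, 6.93% of the 101 with a median annotated transcript under 200 bases had more than 1000 FPKM, against 0.146% of the 21269 longer genes (Fisher's exact test, two-sided, p = 4.77e-10). The FPKM calculation on very short genes may therefore account for the share. No biological explanation was tested.

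A list of 10 endothelial genes was higher on day 14 by 0.96 on the log2 scale, in 3 of 3 samples of that day, and these genes lie outside those the paper discusses. The two-sided exact permutation test gave p = 0.1, the smallest possible, and the adjusted exact p over 17 lists was 0.567. In all, 3 of the 17 lists separated the days, where 1.7 would be expected by chance. The difference was 0.37 with a pseudocount of 1 and 1.46 with a pseudocount of 0.01, so its size depended on the pseudocount. The filters on low genes, a mean FPKM above 1 or FPKM above 0.1 in every sample, left the list higher on day 14. Under these filters the difference moved by no more than the spread between replicates. The endothelial genes *Cdh5*, *Tie1*, *Emcn* and *Cldn5* were below 1 FPKM in every sample. That is near the depth floor, where 3 reads on 1000 usable bases are worth 0.386 to 0.657 FPKM. Both filters leave these genes out, so they check only the remaining members of the list. Why the pseudocount changed the size was not tested. Of 10 lists of other cell types, this was the 1 list that was higher in all day 14 samples and highest in the sample with the lowest OB markers, replicate 3, although replicate 2, with markers near the day 10 level, had nearly the same value (−1.03 against −0.88). RNA from endothelial cells may be part of the day 14 samples, and this cannot be told apart from a change in the OBs or from the second digestion.

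A list of 12 cell cycle genes, outside those the paper discusses, was lower on day 14 by −0.75 on the log2 scale, in 3 of 3 samples of that day. The two-sided exact permutation test gave p = 0.1, and the adjusted exact p over the lists was 0.567. Depth, gene length and GC content were not tested for this list, and the number of digestions and the time point are confounded, so no explanation can be singled out.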

How the results depend on the processing

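The 2 settings that combine FPKM above 0.1 in every sample with no pseudocount and an ordinary linear model, or require a mean of at least 10 estimated reads per sample, were chosen only after the result was seen.

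With all samples and the settings described above, 3 genes had an adjusted p under 0.05, 2665 genes were over 2-fold, 748 of them had an unadjusted p under 0.05 and 350 of these rose. The 30 of 32 genes of Fig. 2g over 2-fold became 22 to 32 under the alternatives. Of the 7 OB markers, 1 had an adjusted p under 0.05 over the markers, and 3 of 17 gene lists separated the days. For each change below the cause was not tested.

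With a pseudocount of 1, 514 genes were over 2-fold, 363 of them with an unadjusted p under 0.05, of which 202 rose. With a pseudocount of 0.01, 5107 genes were over 2-fold and 1 list separated the days. For genes with a mean FPKM above 1 these counts were 845 over 2-fold and 476 with the unadjusted p. For genes with FPKM above 0.1 in every sample, 769 were over 2-fold, and 0 had an adjusted p under 0.05 while 1829 had an unadjusted p under 0.05. Scaling to the same upper quartile left 224 risen genes, and it shifted the log2 fold changes of all genes by a median of −0.124.

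Without the mean-variance trend 0 markers had an adjusted p under 0.05 and 1 had an unadjusted p under 0.05. With array quality weights, 1350 genes passed the fold change and the unadjusted p, and 5 markers had such an adjusted p. The ordinary linear model gave 6 genes with an adjusted p under 0.05, 460 genes past the fold change and the unadjusted p, and 0 markers by the adjusted p and 1 by the unadjusted p. With the replicate number as a block, 6 markers had an adjusted p under 0.05 and 7 lists moved in the same direction in all 3 pairs, where 4.25 lists would be expected by chance. The same-numbered samples had a mean r of 0.047, the highest of the 6 possible pairings.

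Across the 6 fits that each left out 1 sample, the genes with an adjusted p under 0.05 numbered 3 to 76, those over 2-fold 2617 to 4022, those that also had an unadjusted p under 0.05 440 to 1594, and the risen ones among these 222 to 758. The markers with an adjusted p under 0.05 numbered 0 to 5, where each fit with 0 had 1 marker with an unadjusted p under 0.05, and 3 to 10 lists separated the days. The fit without replicate 2 of day 14 gave 76 genes, 758 risen genes, 5 markers and 10 lists. *Cxcl2* had a log2 fold change of 1.63 to 1.83 in these fits and an adjusted p under 0.05 in 2 of the 6.

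In the first added setting, 0 genes had an adjusted p under 0.05 and 1342 an unadjusted p under 0.05; 946 were over 2-fold, 303 passed the fold change and the unadjusted p, 182 of these rose, and 0 markers passed by the adjusted p and 1 by the unadjusted p. With a mean of at least 10 estimated reads, 0 genes had an adjusted p under 0.05 and 1695 an unadjusted p under 0.05, 733 were over 2-fold and 478 also had the unadjusted p.

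Among single genes and single lists, 21 values under an alternative crossed to an adjusted p under 0.05, 18 lost it, 8 list differences moved by more than the spread between replicates, and none of the genes reversed. Where the days are fully separated, leaving out a sample cannot reverse a gene. Lists that did not separate the days, such as the osteoclast, skeletal muscle and adipocyte lists, changed direction under at least 1 of the stricter filters, the osteoclast list only with a mean FPKM above 1. Summing genes with the same symbol gave no value, since no symbol is listed more than 1 time. The depth limits low genes, as 3 reads on 1000 usable bases are worth 0.386 to 0.657 FPKM, above the threshold of 0.1 FPKM.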

Differences from the paper's values

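Among the tests here, only those of the 2 settings described as chosen after seeing the values were chosen only after the result was seen.

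The paper reports 182 genes past the fold-change and FPKM thresholds. Counted in either direction, 2665 genes were over 2-fold here, and none of the alternatives set before the data were examined closed this gap (514 to 5107 genes). With an unadjusted p under 0.05 as well, 748 genes passed against the paper's 182, and none of the alternatives set before the data were examined closed this gap either (363 to 1594 genes). The paper states neither a p threshold for its 182 genes nor how many of them rose. Of the 748 genes here, 350 rose on day 14, and 5 of the alternatives set before the data were examined brought this count of risen genes to within 1.5 times the paper's 182. They were a pseudocount of 1 (202 genes), a mean FPKM above 1 (269 genes), scaling to the same upper quartile (224 genes), the ordinary linear model (238 genes) and the fit without replicate 1 of day 10 (222 genes), while the others gave 307 to 758. With FPKM above 0.1 in every sample, no pseudocount and an ordinary linear model, a setting chosen after seeing the values and after several combinations of filter, pseudocount and test had been compared with the paper's values, 182 genes rose, 303 passed in either direction and 946 were over 2-fold. With a mean of at least 10 estimated reads per sample, also chosen after seeing the values, 258 genes rose, 478 passed in either direction and 733 were over 2-fold.

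For *Sp7*, the paper's p is about 0.049 in Fig. 2h, read by eye, and limma's unadjusted p here was 0.00378. With 3 samples against 3, a two-sided exact test on ranks gives no p under 0.1. A p near 0.049 therefore cannot come from the exact form of the Mann-Whitney test, and the legend does not state the form used. Of the alternatives set before the data were examined, the ordinary linear model gave 0.0481 against the paper's p for *Sp7*, and the others did not close the gap.

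For *Runx2*, the paper's p is about 0.19 in Fig. 2h, read by eye, and limma's unadjusted p here was 0.0626. Against the paper's p, the ordinary linear model gave 0.186, the fit with no mean-variance trend 0.131, and the fits without replicate 1 or 2 of day 10 or replicate 1 or 3 of day 14 gave 0.153, 0.191, 0.156 and 0.214. The other alternatives set before the data were examined did not close the gap.

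For *Ibsp*, the paper's p is about 0.16 in Fig. 2h, read by eye, and limma's unadjusted p here was 0.0570. Against the paper's p, the ordinary linear model gave 0.155, and the fits without replicate 1 or 2 of day 10 or replicate 1 of day 14 gave 0.156, 0.114 and 0.127. The other alternatives set before the data were examined did not close the gap.

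For *Bglap2*, the paper's p is about 0.26 in Fig. 2h, read by eye, and limma's unadjusted p here was 0.0980. Against the paper's p, the ordinary linear model gave 0.263, the fit with no mean-variance trend 0.177, and the fits without replicate 1 or 2 of day 10 or replicate 3 of day 14 gave 0.177, 0.336 and 0.339. The other alternatives set before the data were examined did not close the gap. The setting chosen after seeing the values gave p-values of 0.0485 for *Sp7*, 0.186 for *Runx2*, 0.155 for *Ibsp* and 0.263 for *Bglap2*, against the paper's values above. The two-sided exact permutation tests, also set before the data were examined, gave p = 0.1 for *Sp7*, 0.2 for *Runx2*, 0.2 for *Ibsp* and 0.3 for *Bglap2*, which is within 1.5 times the paper's p for the last 3 genes but not for *Sp7*.

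The paper presents all 32 genes of Fig. 2g among those over 2-fold. Here 30 were, and *Ablim3* and *Mark1* had fold changes of 1.85 and 1.97. All 32 passed with a pseudocount of 0.01, with the ratio of arithmetic means and with the setting chosen after seeing the values.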

Other observations

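The tests of few reads and of short genes were chosen only after the result was seen.

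The rise of the 32 genes of Fig. 2g on day 14 was set against 3 other explanations. The bone pieces of day 14 were digested with collagenase 1 more time than those of day 10. A list of 22 dissociation and immediate early genes was higher in all 3 day 14 samples than in all 3 day 10 samples, by 0.455 on the log2 scale (two-sided exact permutation test, p = 0.1, adjusted exact p = 0.567 over 17 lists). The separation was narrow. Replicates 1, 2 and 3 of day 14 were at 6.66, 7.08 and 6.70, and the highest day 10 sample was at 6.56. With other pseudocounts and scalings the difference ran from 0.208 (quantile normalization of the log2 values) to 0.591 (a pseudocount of 0.01). The members did not move alike. The heat shock gene *Hspa1a* was at 58.0, 20.0 and 59.3 FPKM on day 10 and at 134, 125 and 75.4 FPKM on day 14. The days overlapped for *Fos* (1965, 1568 and 1256 against 1702, 1434 and 1300 FPKM). They also overlapped for *Atf3* (387, 193 and 264 against 265, 237 and 127 FPKM). The list mean therefore does not show a common rise of immediate early genes. A response to the second digestion may contribute to the rise, and it cannot be told apart from the time point in this design. A list of 40 core cytoskeleton genes differed by 0.230 (two-sided exact permutation test, p = 0.4) and did not separate the days, so a general rise of cytoskeleton genes is not borne out by this list. Of the 32 genes, 3 rested on a mean of fewer than 10 estimated reads on day 10, so few reads do not account for most of them. RNA from other cells and an inflammatory response were not set against the rise of these genes, and both stay open. The inflammatory and NF-kB list was higher on day 14 by 0.87 and the fibroblast list by 0.88. Neither list separated the days (two-sided exact permutation test, p = 0.3 for each). The authors chose these genes from the same samples, and the full separation of all 32 therefore shows no stability of its own.

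The mean of the 7 OB markers was lower in replicates 1 and 3 of day 14 (6.81 and 5.92 on the log2 scale) than in every day 10 sample (7.93 to 8.90), while replicate 2 of day 14 (8.38) lay within the day 10 range. Of 10 lists of other cell types, 1, the endothelial list, was higher in all day 14 samples and highest in replicate 3. It was nearly as high in replicate 2 (−1.03) as in replicates 1 and 3 (−0.98 and −0.88), so it did not follow the markers from sample to sample. The fibroblast list was also highest in replicate 3 (6.70) and rose in all 3 same-numbered pairs (by 0.93, 0.39 and 1.32), but it did not separate the days (two-sided exact permutation test, p = 0.3). In the block view, 7 of the 17 lists moved in a single direction in all 3 pairs, and the same-numbered samples had a mean r of 0.047. Whether RNA from other cells contributes to the lower markers cannot be told from these tests.

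Of the 3 genes with an adjusted p under 0.05, 2 have a median annotated transcript under 200 bases, *Mir1892* with 80 and *Snora70* with 137 bases. The values of *Snora70* on day 14 correspond to 1, 2 and 1 times its smallest value per read. Those of *Mir1892* correspond to 1.63, 1 and 2.95 times its smallest value, which are not all whole numbers. The length of these genes may account for their place in the list.

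Of the 4 splits that part all 3 same-numbered pairs, 1 gave as many genes with an adjusted p under 0.05 as the split by day (3), namely that split itself, and the largest count among the others was 1. Of all 10 splits 2 gave as many, with up to 4 genes. For genes over 2-fold, 2 of these 4 splits gave as many as the split by day (2665), with up to 3077 genes in the other splits of this kind, and 5 of all 10 gave as many, with up to 3721 genes. For the setting chosen after seeing the data (FPKM above 0.1 in every sample, no pseudocount, ordinary linear model; 303 genes), 1 of the 4 splits gave as many, namely the split by day, and the next gave 152. Of all 10 splits 2 gave as many. The split that exchanges replicate 2 of day 14 with replicate 3 of day 10 gave 391 genes under that setting and 982 genes in the main comparison, where the split by day gave 748. The 6 splits beyond the 4 keep at least 1 same-numbered pair in a group. The design allows no share below 0.1, so none of these counts is set apart from other splits of the samples.

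Across genes, log2(FPKM + 0.1) correlated between samples of the same day with r from 0.883 to 0.930 and between samples of different days with r from 0.877 to 0.932, over 6 and 9 pairs of samples. Genes are not independent replicates.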
